A study of Pinus pinaster with 8 samples. Its data were reported in "Reprogramming of gene expression during compression wood formation in pine: Coordinated modulation of S-adenosylmethionine, lignin and lignan related genes" (2012).

How the data were processed

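Differentiating xylem from the compression side (Cx) and the opposite side (Ox) of 4 bent maritime pine trees was compared on a spotted cDNA array with 2 dyes. The labels name 8 arrays, which fall into a group of 4 with Cx in Cy3 and Ox in Cy5 and a group of 4 with the dyes exchanged, and they give each array of a group the number of a tree. Groups, replicate numbers and trees were taken from the labels.

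The deposited values are log2 ratios of both dye channels, made by the authors. According to the methods, spot intensities were read with GenePix, background was corrected with the normexp method of limma, the base-2 logarithm of the ratio between Cy3 and Cy5 intensities was taken, and each array was normalised with print-tip loess without scaling between arrays. The methods also state that flagged spots and spots close to background were discarded. This filter does not show in the table, which holds a value for each of 4223 positions on every array, so that dim spots and control spots may be among the positions tested. Print-tip loess rests on the assumption that most spots do not change, and it holds the median of every array near 0. The order of the channels in the ratio is stated neither in the table nor, without ambiguity, in the methods. Columns were not turned to one direction by the authors, as arrays of both orientations ran opposite to each other. The methods describe 4 hybridisations on slides that carry 2 copies of the array each, and the table has 8 columns. How copies and columns correspond is not stated.

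From these values, the arrays with Cx in Cy5 were multiplied by -1, and both orientations of each tree number were averaged, so that a dye effect cancels. The 4 tree means were tested against 0 with limma 3.58.1 in R 4.3.3, using robust regression (at most 100 iterations) and empirical Bayes moderation, two-sided, with Benjamini-Hochberg adjustment over all 4223 positions. A position was called at an adjusted p of at most 0.001 and a change of at least 1.5-fold, the limits of the study. The dye effect was tested in the same way on the mean of both unturned orientations of each tree. Agreement between trees was described with Pearson and Spearman correlations and with regression slopes. Fold changes are powers of 2 of the mean log2 ratio. Figures were drawn with matplotlib 3.10.9.

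The pairing of both orientations by tree number comes from the labels. It was checked with the deviations of each array from the mean of its orientation. Deviations of same-numbered arrays correlated across positions between -0.12 and -0.04, so the values themselves showed no pairing by tree number.

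The named positions followed a rule set before the data were examined. They are those with the largest mean log2 ratio on each side among called positions with the same sign on every array. The rule takes 8 per side, of which 2 per side are printed, since identifiers are plate coordinates that were not joined to gene names here. For the same reason, the planned list of lignin and methyl cycle clones, the planned unchanged control clone and the planned comparison by clone name prefix were not analysed here.

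The test was checked on simulated data with 4223 positions, of which 200 changed by between 1 and 2 on the log2 scale, with the spread of the real column pairs. With 4 independent units it called 46.0% of the changed positions and 0 unchanged ones, and 7.88% of unchanged positions had an unadjusted p of at most 0.05, against 5.29% with least squares. When 2 simulated slides per orientation carried 2 copies each and were averaged by replicate number, 64.0% of the changed positions and 3 unchanged ones were called, and 19.2% of unchanged positions had an unadjusted p of at most 0.05. Averaging the copies of each simulated slide brought this share to 7.95%, with 34.0% of the changed positions called.

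Alternatives set before the data were examined were least squares, the 8 arrays as units with and without the tree as a block or a dye term, median centring, quantile normalisation, equal scale of the arrays, other limits, a test against 1.5-fold, each dye orientation alone, filters on empty cells, repeated identifiers kept apart, and the omission of each tree number in turn. Fits with neighbouring columns of one orientation averaged to 4 pairs, or taken as a random effect, were added after the data were seen. Other splits of the arrays were also counted. Array scans were not used here, so neither spot quality nor signal over background enters any value.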

Results

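Transcript levels were compared between compression xylem (Cx) and opposite xylem (Ox) of maritime pine (Pinus pinaster). Compression wood is the reaction wood that conifers form on the lower side of a leaning stem, and opposite wood is formed on the other side of the same stem. The stems of 4 adult trees, labelled as 25, 35, 28 and 28 years old, were bent by 45 degrees for 2 months, and RNA of the differentiating xylem was taken from both sides. On each array RNA of Cx and RNA of Ox were hybridised together, one labelled with Cy3 and the other with Cy5, to spotted cDNA clones from subtractive libraries. The data are 8 arrays in 2 groups, 4 with Cx in Cy3 and 4 with Cx in Cy5 (dye swap), each group numbered from 1 to 4 after the trees. Every array gave 4223 values, with no empty cell, and each value is the normalised log2 ratio of both dye channels for one spotted position.

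Array medians lay between -0.03 and 0.003 on the log2 scale. The spread of the ratios within an array (SD across positions) was between 0.65 and 0.76. It was 0.74 ± 0.02 (SD, n = 4) on the arrays with Cx in Cy5 and 0.68 ± 0.02 (SD, n = 4) on the arrays with Cx in Cy3, a difference of 0.07 (two-sided exact permutation test, p = 0.0286). If neighbouring replicates are counted as 1 unit, for the reason given with the correlations, 4 units remain and an exact permutation test cannot go below a p of 0.333. The number of arrays limits the precision of all values given here, and signal over background was not analysed here.

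The direction of the ratio is not settled by the labels or by the methods, which name both channels without a fixed order. The study describes the ratio in its own plots of these comparisons as Ox over Cx, which gives the direction of its fitted values but not that of the single deposited columns. All arrays were therefore turned to run as on the arrays with Cx in Cy3, and positions are given by the side of 0 on which they lie. If the ratio is Cy3 over Cy5, the positive side holds transcripts higher in Cx and the negative side transcripts higher in Ox. If it is Cy5 over Cy3, the turned ratio is Ox over Cx, as in the study's plots, and the sides are exchanged. Spotted positions carry plate coordinates and were not joined to clone or gene names here.

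The first question was how far the replicates show the same contrast. The ratios of both dye orientations were averaged for each tree number, and the 4 means correlated across the 4223 positions with Pearson's r between 0.90 and 0.97 (median 0.91) and Spearman's rho between 0.77 and 0.91 over the 6 pairs of trees. The highest r values, 0.97 and 0.96, were those of trees 1 and 2 and of trees 3 and 4. With neighbouring replicates of one orientation averaged instead, r was between 0.70 and 0.87 over the 6 pairs of these means. Slopes of each tree on the mean of the others were between 0.93 and 1.02. These are correlations across positions, which are not independent replicates. Within one dye orientation the median r was lower, at 0.81 with Cx in Cy3 and 0.85 with Cx in Cy5.

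Single arrays did not resemble each other evenly. Replicates 1 and 2, and replicates 3 and 4, of one orientation correlated with r between 0.92 and 0.95, whereas the other 8 pairs of arrays of one orientation gave r between 0.78 and 0.85. Arrays that carry the same tree number in both orientations gave r between 0.65 and 0.81, and arrays with different numbers in both orientations gave 0.67 to 0.81. Same-numbered arrays were thus no closer to each other than differently numbered ones. Because neighbouring replicates were so close, the count of called positions and the values of the named positions below are also given with the 4 neighbouring pairs averaged to 4 units, a setting chosen after the data were seen.

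**Figure D1:**
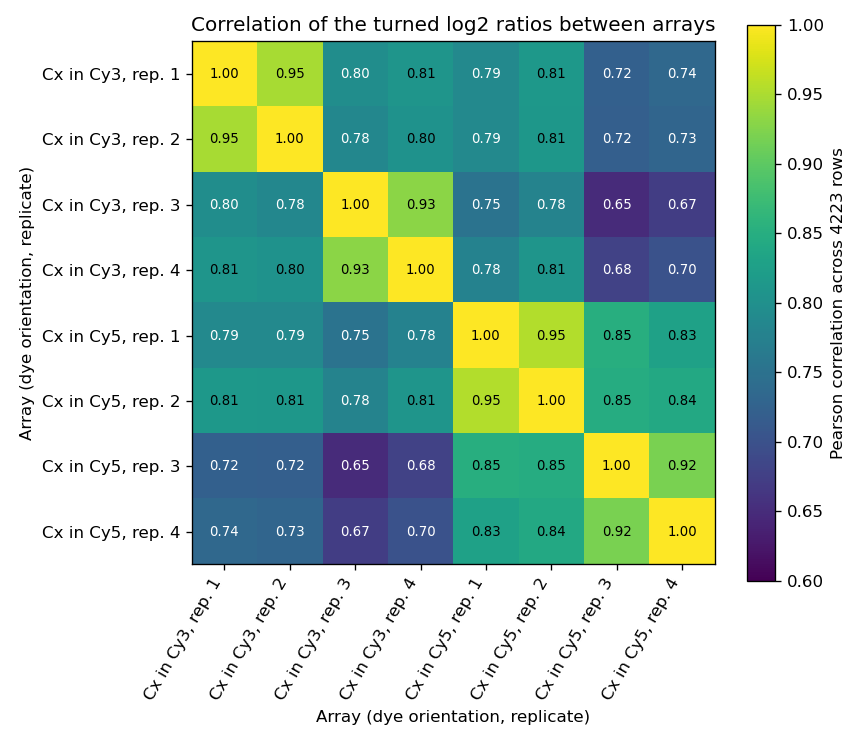
Pearson correlation, across all positions, between the turned log2 ratios of each pair of the 8 arrays; both axes list the arrays by dye orientation and replicate, and colour and printed number give the correlation. Neighbouring replicates of one orientation (1 with 2, 3 with 4) lie between 0.92 and 0.95, and the other pairs of one orientation between 0.78 and 0.85.

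The central comparison was between both types of xylem, tested with limma on the 4 tree means with a Benjamini-Hochberg adjusted p of at most 0.001 and a change of at least 1.5-fold. Of the 4223 positions, 536 passed both limits, 182 on the positive side and 354 on the negative side. The same sign was found on all 8 arrays for 528 of them. Neighbouring replicates enter this fit as separate units. If they share a slide, its p values tend to be too small. In simulated data of that kind, 19.2% of unchanged positions had an unadjusted limma p of at most 0.05. With the 4 column pairs as units, 138 positions passed, 33 on the positive and 105 on the negative side, and 136 of these were also called with the tree means. Least squares on the pairs called 317 positions, and a model of all 8 arrays with the pair as a random effect called 548. At an adjusted p of at most 0.05 the pair means gave 266 and 490 positions, and 505 of the 536 positions called with the tree means were among them on the same side. With all 8 arrays and the tree as a replicate block, 298 and 515 positions passed. With all 8 arrays as separate units, 215 positions were called on the positive and 449 on the negative side. Leaving out any 1 tree number left 76 to 97 positions on the positive and 175 to 235 on the negative side, with the lowest counts without tree number 2. These fits have fewer units and keep data of every column pair. If the pairs are slides, they do not test dependence on 1 slide or tree.

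The positive side held 34.0% of the calls (exact binomial 95% interval 30.0% to 38.1%, which treats positions as independent although several can carry one transcript). Scaling every array to the same median absolute deviation moved this split more than any other planned setting. It left 104 positions on the positive and 106 on the negative side, a share of 49.5%. With the column pairs as units the share was 23.9%.

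**Figure D2:**
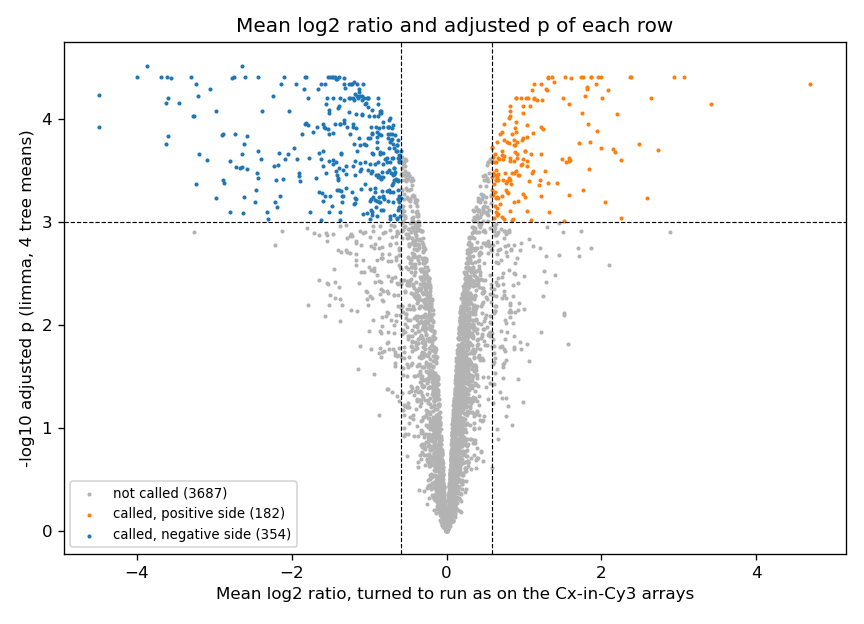
Mean log2 ratio of each position (horizontal axis, turned to run as on the arrays with Cx in Cy3) against -log10 of its limma adjusted p from 4 tree means (vertical axis); dashed lines mark the limits of 1.5-fold and of an adjusted p of 0.001. Coloured points are the 182 positions called on the positive side and the 354 called on the negative side. The adjusted p counts neighbouring replicates as separate units, so it tends to be too small if they share a slide.

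Changes among called positions were larger on the negative side, with a median of 2.26-fold against 1.98-fold on the positive side. At least 4-fold changes were found for 67 positions on the negative and 18 on the positive side. The 8 strongest positions of the negative side that had one sign on every array changed between 12.2-fold and 22.4-fold. The 8 strongest of the positive side changed between 5.61-fold and 26.0-fold. With the column pairs as units, all 8 of the negative side and 7 of the 8 of the positive side were called. The position at 5.61-fold missed the limit, at a limma adjusted p of 0.00239 from the pairs.

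The strongest position of the positive side was Q10L17, with a mean log2 ratio of 4.70 ± 0.24 (SD, n = 4) or 26.0-fold, and a limma adjusted p of 4.5e-05. The SD was 0.55 between the column pairs, with an adjusted p of 0.000291. Position Q8G18 followed with 3.42 ± 0.23 (SD, n = 4), 10.7-fold, adjusted p 7.19e-05, and had an SD of 0.61 and an adjusted p of 0.000745 from the pairs. On the negative side position Q5G4 had a mean log2 ratio of -4.48 ± 0.41 (SD, n = 4), 22.4-fold, adjusted p 0.000118, and from the pairs an SD of 0.69 and an adjusted p of 0.000584. Position Q4H22 had -4.48 ± 0.30 (SD, n = 4), 22.3-fold, adjusted p 5.82e-05, and from the pairs an SD of 0.74 and an adjusted p of 0.000473. Each of the 4 positions had the same sign on 8 of 8 arrays. Each was called in 17 of the 18 alternative settings that refitted changed values or another test. Q10L17, Q8G18 and Q5G4 missed the limma adjusted p limit with the arrays with Cx in Cy3 alone, at 0.00144, 0.00155 and 0.00173, and Q4H22 missed it after all arrays were scaled to one median absolute deviation, at 0.00126. Over these 18 settings the adjusted p of these 4 positions ranged from 3.02e-10 to 0.00173. The lowest came from the fit with the tree as a replicate block. Its consensus correlation within tree numbers was negative, at -0.45, so that p is no guide to a stronger effect.

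The dye-swap arrays also served to measure the effect of the dye itself, as the part of the ratio that did not change sign with the orientation. No position was called for a dye effect with limma under the limits used for the xylem contrast, and 0 passed an adjusted p of 0.001 without the fold limit. At an unadjusted p of at most 0.05, 1491 positions (35.3%) departed from 0. With 4 simulated independent units, the same robust fit put 7.88% of unchanged positions below this limit. With 2 simulated slides per orientation, averaged by replicate number as the tree means are, it put 19.2% there. With the column pairs as units and a dye term, 721 positions (17.1%) departed from 0 and 0 were called. The tree means count neighbouring replicates as separate units, and the pairs leave 2 units in each orientation, so neither share measures how many positions carry a dye effect. If the pairs are slides, the dye effect can also hold differences between trees. With an adjusted p of at most 0.05 and 1.5-fold, 24 positions were called from the tree means and 0 from the column pairs with a dye term. Across positions the dye effect had an SD of 0.20 on the log2 scale against 0.64 for the xylem contrast. A dye effect of at least 1.5-fold was found for 1.09% of the positions, against 19.9% for the xylem contrast.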

Values the study reported

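The study reported that this array was made with 4041 cDNA clones and that 3148 spots passed its quality filters. It reported 291 spots with higher signal in Cx and 132 spots with higher signal in Ox, at an adjusted p of at most 0.001 and a change of at least 1.5-fold.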

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

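The fits with column pairs were chosen after the data were seen, and all other settings before. Both sides kept calls in every setting run, and the negative side held more calls than the positive side in each of them. Median centring, quantile normalisation, least squares, the 8 arrays as separate units, the column pair as a random effect, the test against 1.5-fold and the limit on adjusted p alone left both counts within 1.5 times the values of 182 and 354. The filters on empty cells and on repeated identifiers moved nothing, since the table has no empty cell and 0 repeated identifiers, and say nothing about stability.

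On the positive side, 298 positions were called with the tree as a replicate block and 289 with a dye term added to the block. The negative side stayed within 1.5 times. The consensus correlation within tree numbers was -0.45 in the blocked fit without a dye term and -0.08 with it, and deviations of same-numbered arrays correlated between -0.12 and -0.04. The paired fit is therefore no guide to a stronger effect. At an adjusted p of 0.05 with 1.5-fold the positive side held 310 positions.

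Scaling the arrays to one median absolute deviation gave 104 positive and 106 negative calls, a positive share of 49.5%. Before scaling, this deviation was 0.32 and 0.34 on replicates 1 and 2 with Cx in Cy3. It lay between 0.43 and 0.51 on the other arrays, so scaling enlarged the ratios of that column pair relative to the rest. Whether this caused the change in share was not tested. The arrays with Cx in Cy3 alone gave 50 positive and 170 negative calls, a positive share of 22.7%. Those with Cx in Cy5 alone gave 121 and 208. Leaving out each tree number in turn gave 76 to 97 positive and 175 to 235 negative calls, with a positive share between 29.2% and 30.6%; these fits have 3 units. The lowest counts on both sides came without tree number 2. Every such fit keeps data of each column pair, so it does not test dependence on a slide if the pairs are slides.

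The unit of replication changed the counts as well. With column pairs as units and robust regression, 33 positive and 105 negative positions were called (a positive share of 23.9%). With least squares on the pairs, 73 positive and 244 negative positions were called, a share of 23.0%. With a dye term on the pairs the counts were 41 and 120, a share of 25.5%. With all 8 arrays and the pair as a random effect (consensus correlation 0.81), 173 and 375 positions were called, so the drop depends on the model as well as on the unit. At an adjusted p of 0.05 the counts of the pair fit, 266 and 490, were within 1.5 times those of the tree means. Simulated slides with 2 copies gave the same ordering, with 64.0% of changed positions called by replicate number and 34.0% by slide.

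The dye effect from the tree means went from 0 calls to 24 at an adjusted p of 0.05, and the dye effect had 0 calls in the other settings run. The median correlation between trees of 0.91 fell to 0.81 with Cx in Cy3 alone, to 0.85 with Cx in Cy5 alone and to 0.81 between column pairs. For the 4 named positions no setting changed the sign. No statement on signal over background can be made from ratios alone.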

Other observations

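The explanations for the likeness of neighbouring replicates and for the direction of the ratio were tested after these patterns had been seen, and the plate comparison was added after an uneven spread of large ratios over plates had been seen. None of 21 checks for a single array or tree far from the other 3 of its group found one; chance would mark about 1 in 20. With neighbouring replicates this close, a deviating slide would move 2 of 4 values, which such a check can hardly find, so the absence of a mark says little.

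Neighbouring replicate numbers of one dye orientation deviated together. The deviations from the mean of the orientation correlated between 0.24 and 0.55 within the 4 neighbouring pairs, and between -0.77 and -0.63 in the other pairs of one orientation. The labels assign the 4 arrays of an orientation to 4 trees. A likeness between trees 1 and 2, and between trees 3 and 4, would appear again in the other orientation, but the difference between both pairs of replicates correlated at -0.11 across positions between the orientations, which argues against it. A shared tree for arrays with the same number in both orientations is also argued against, since the highest of the 4 correlations of their deviations was -0.040. A candidate explanation is that both columns of a pair are the 2 copies of the array printed on one slide, which the methods describe. The correlations within the pairs, the lowest of which was 0.24, prompted this explanation and so do not test it. From the values alone it cannot be told apart from a shared hybridisation day or RNA extract within a pair, which would give the same values. The methods count 4 hybridisations with 2 array copies each, which accounts for all 8 columns. That count argues against separate hybridisations within a pair, although the labels give each column of an orientation its own tree. Noise between spots was not measured here, so whether a pair differs by more than that was not tested. If the pairs are slides, the table holds 4 independent hybridisations, the tree means are pairwise near copies, and the counts from the fits that take up the pairs, which at the same limits ranged from 138 to 548 positions with the model, may be the ones to read. The dye orientation would then also be confounded with the trees, with 2 slides in each.

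Whether chance can be excluded depends on this reading. Of the 35 splits of the 8 arrays into 4 and 4, only 1, the real one, gave as many as 664 calls, and the highest other count was 143, so these splits exclude chance only if the arrays are independent. Of 8 sign patterns of the 4 tree means, 1 gave as many as 536 calls, and the highest other count was 89. Of 3 splits of the column pairs into 2 and 2, 1 gave as many as 138 calls, and both others gave 0. The last 2 designs cannot give a share below 0.125 and 0.333, so their splits alone decide nothing about chance. The limma adjusted p does not rest on splits, and with the column pairs it passed its limit of 0.001 for the 138 positions given above.

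More positions were called on the negative side, 66.0% of all calls. If the ratio is Cy5 over Cy3, as it may be, the negative side holds positions higher in Cx. The study describes its plotted ratio as Ox over Cx, which this reading matches, but the order of the channels in the deposited columns is not stated. The values alone cannot decide this, because no position of known direction was joined to the table. Set beside the study, they argue for Cy5 over Cy3. The study counted more spots higher in Cx than in Ox, and the negative side held more calls in every setting run. After scaling to one median absolute deviation this excess was small, with 106 against 104 calls. Read as Cy3 over Cy5, the count higher in Cx was 182. That is lower than the value quoted from the study above. In the same reading the count higher in Ox was 354. That is higher than the value quoted from the study above. In the opposite reading both counts from the tree means lay within 1.5 times the quoted ones. This depended on the fit. The quoted counts also come from spots that passed the study's quality filters, whereas all 4223 positions were tested here, so the sets are unlike. In that reading the 8 arrays as separate units gave 449 positions higher in Cx and 215 higher in Ox. Both are more than 1.5 times the quoted counts. Robust regression on the column pairs gave 105 and 33, both below the quoted counts. The column pair as a random effect gave 375 and 173, both within 1.5 times. A centre set too high or too low by the normalisation could also tip the balance. Measured from a centre placed at -0.14 on the log2 scale instead of 0, which raises every ratio, both sides would be equal beyond 1.5-fold, with 423 positions each, while the array medians lay at most 0.033 from 0. Print-tip loess fixes these medians, so this comparison cannot tell a shifted centre from a true excess.

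Calls were unevenly spread over the plates, read from the number that follows Q in each identifier, with up to 384 positions each. On plate 4, 18.5% of the positions were called on the negative side (71 positions), against 7.37% on the other plates (Fisher's exact test, two-sided, adjusted p 4.94e-10 over 22 comparisons), and 0.783% on the positive side. Plates 4, 5 and 6 held 27.3% of all positions and 49.2% of the negative calls, whereas on plates 1 and 2 only 2.34% of each plate's own positions were called on the negative side. Positions are not independent, since several can carry one transcript, so these p values describe the table only. An effect tied to a dye channel is argued against, since the share of positions at least 1.5-fold on the negative side rose together over the 11 plates in both orientations once turned (Spearman's rho 0.97, Pearson's r 0.97, permutation p 1e-05 for each, the smallest that 100000 permutations can give). A shift of whole plates is argued against as the full cause. With each plate centred on its own median, 14.4% of plate 4 was still called on the negative side, against 7.55% elsewhere. Such a shift may account for a part. With centring, the lowest share of any plate rose from 2.34% to 3.91%, and the highest fell from 18.5% to 14.4%. Plate 1 rose from 2.34% to 5.73%, and plate 8 fell from 8.59% to 5.21%. Plates filled from different subtractive libraries, or clones of a few abundant transcripts, could give this pattern and stay open, as no map of clones to plates was used here.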
